A study of Mus musculus with 4 samples.

How the data were processed

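The series comprised 4 single-cell libraries of mouse ovary, 1 for each of E18.5, PND1, PND3 and PND5. Each library came from a suspension made by digestion with trypsin and DNase and passed through a 40 µm filter, per the labels' protocols. Groups were taken from the library titles; in the labels the age is entered under the protocol and the digestion under the developmental stage. How many animals or litters were pooled is not stated. Per the labels, libraries were made with a 10x Genomics 3' kit. For each library the authors deposited a matrix of UMI counts per gene and barcode, with the gene and barcode names; the values are whole numbers and were used without any change of unit. Per the file headers, the matrices were written by software version 3.1.0. Aligner, genome build, annotation release and the settings for calling cells are not stated in the headers or labels. The lowest deposited barcode had 500 to 502 UMIs in each library, so barcodes below that number were not analysed here. All 31053 genes have Ensembl identifiers, of which 31011 matched the GENCODE M21 annotation of GRCm38. Positions of genes, 1-based, are from that annotation and were not used in any computation.

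The filter fixed before the data were examined kept barcodes with at least 500 UMIs and at most 20% of UMIs from mitochondrial genes. It kept 2771 of the 4436 deposited barcodes. A further rule was set after the data were examined, when barcodes were found to recur between libraries. A barcode found in more than 1 library was kept only where it had the most UMIs, and its other occurrences (copies) were left out. This left 1624 cells with 11378797, 2783437, 5627798 and 4120465 UMIs at E18.5, PND1, PND3 and PND5. The depth limits the comparisons most at PND1, with 189 cells, and in the granulosa-like class at PND5, with 33 cells. Deeper libraries have less counting error, and the intervals reflect that.

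Cells were clustered with purpose-written code. Counts were scaled to the total of the cell and log-transformed, the 2000 most variable genes were reduced to 30 principal components, a shared-neighbour graph was built from 15 neighbours, and communities were found with the Leiden algorithm at resolution 1 and seed 1. No correction between libraries was applied, so a cluster found mostly in 1 library may reflect that library rather than a cell type. Mitochondrial, ribosomal protein and haemoglobin genes and the 132 genes of the fixed lists were left out of the clustering. A first clustering served to choose the named genes, and a second one, without 137 genes in total, gave all values reported. Each cluster was then set against 11 classes with fixed markers. A marker counted as detected when it was found in at least 10% of the cells of the cluster at a CPM no lower than in the other cells. The cluster took the class with the most markers among its 10 leading genes, or else the largest share of markers detected. It needed at least 3 detected markers, and stayed unnamed when more markers of another class than of its own stood among those genes, or when its median depth was below the library median divided by 3 without a marker of its class among them. Leading genes were ranked by the fold of CPM + 10 over the other cells, among genes found in at least 25% of the cells of the cluster. A first form of this rule, which required each marker at a fold of at least 2, left granulosa-like clusters without a name and was replaced after the data were examined by a fold of at least 1. Under the final rule 1 of 16 clusters stayed unnamed, with 10, 21, 82 and 61 cells at E18.5, PND1, PND3 and PND5, and granulosa-like results are given with and without it. The class names were rebuilt here, and other names could give other values. The fixed markers were Ddx4, Dazl, Mael, Taf7l, Rnf17, Mov10l1, Tdrd5, Rbm46, Rbm44 and Dnd1 for germ-cell-like cells, Foxl2, Fst, Amhr2, Kctd14, Kitl, Irx3, Irx5, Nr0b1 and Aard for granulosa-like cells, and Pdgfra, Tcf21, Nr2f1, Nr2f2, Twist1, Twist2, Dlk1, Mfap4, Ogn, Cxcl12, Col1a2 and Col3a1 for stromal-like cells. The other classes were surface-epithelium-like, endothelial-like, perivascular-like, immune-like, erythroid-like, steroidogenic-like, rete-like and Schwann-like. Doublets were not removed in the main setting; Scrublet called 18 of 1624 cells (1.11%), and their removal was an alternative.

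Cells are not replicates, so UMIs were summed per library and class and expressed as CPM of the class total. With 1 library per age, no test was run. Counts have exact Poisson intervals and shares exact Clopper-Pearson intervals at the 95% level, and a share of 0 is given with the limit that 3 counts would make. Differences of shares have limits from the bounds of both intervals. For a gene list, the value is the median over its genes of the log2 ratio of CPM + 10, leaving out genes with fewer than 5 UMIs over the 4 libraries of the class. Its percentile was taken among 10000 random lists of the same size, each gene drawn from the 101 genes nearest in mean expression, and its interval from 1000 Poisson resamples of the counts. The lists, fixed before the data were examined, were meiotic prophase (24 genes), oocyte growth (28), granulosa maturation (10), Wnt and Lgr5 (10), proliferation (24), matrix (15), dissociation stress (17) and Y-linked genes (4).

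Named genes were the 5 with the largest rise and the 5 with the largest fall from E18.5 to PND5 in log2(CPM + 10) of a class, by a rule also fixed before the data were examined. It required at least 20 UMIs over the class, the same direction at each of the 3 steps between ages, and a CPM at or above that of the remaining cells of the library at the age where the class was highest. Mitochondrial, ribosomal protein, haemoglobin and unnamed genes and class markers were left out. The rule was to cover the germ-cell-like and granulosa-like classes, and gave genes for the granulosa-like class alone, because PND5 held no germ-cell-like cell. Requiring at least 50 UMIs chose the same 10 genes, and a pseudocount of 1 CPM shared 5 of the 10. Genes given as examples of a list are members of that list chosen after their values were seen.

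The computations were tested on simulated data. Counts for 31053 genes were drawn from the summed profile of each class over the 4 libraries, at the real class totals, with 200 genes changed at PND5 against E18.5. The sign was recovered for 200 of 200 in both classes, and the change to within 0.5 on the log2 scale for 159 in granulosa-like and 175 in stromal-like cells. A planted list of 24 genes raised by 1 gave a median of 0.81 in granulosa-like and 0.89 in stromal-like cells, at the percentile of 100 in both, lower than planted because of the pseudocount. Of 200 unchanged lists, 3% and 4.5% fell outside the central 95% of random lists. Changes were planted, and unchanged lists drawn, only among genes with at least 200 UMIs in the class. Recovery was therefore not tested for genes with fewer UMIs, although list genes were used from 5 UMIs and named genes from 20 UMIs. In a simulation of copies at 3% of the UMIs of each cell, the rule found 1816 of 1816 planted copies and marked 0 of 3168 cells falsely. Each simulated cell had its own barcode and each copy fewer UMIs than its source, so this outcome was fixed in advance. It does not test false calls from barcodes shared by chance.

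Alternatives fixed beforehand were all deposited barcodes, a filter of at least 1000 UMIs and at most 10% mitochondrial UMIs, removal of called doublets, resolutions of 0.5 and 2, clustering each library alone, classing each cell by its markers without clusters, pseudocounts of 1 and 50 CPM, the mean of per-cell CPM, CPM without mitochondrial, ribosomal protein and haemoglobin genes, and a minimum of 20 UMIs per list gene. Added after the data were examined were keeping shared barcodes in each library, naming clusters from detected markers alone, a second random seed, all deposited barcodes except copies, and the stricter filter with each cell left in its main class. The tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 for Scrublet, and matplotlib 3.10.9.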

Results

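To follow gene expression in the mouse ovary across birth, single-cell suspensions of C57BL/6J ovaries were profiled by droplet-based 3' RNA sequencing at 4 ages: the embryonic stage E18.5 and postnatal days 1, 3 and 5 (PND1, PND3 and PND5). Around these ages the oocytes of the mouse leave their clusters and become enclosed, each with a layer of pregranulosa cells, in primordial follicles. Each age was represented by 1 library, so no difference between ages had a replicate check, no test between ages was run, and an effect of age could not be separated from an effect of the library. The values were counts of unique molecular identifiers (UMIs, each marking 1 captured mRNA molecule) per gene and cell barcode. The E18.5 library held 1350 barcodes and 13158889 UMIs, the PND1 library 1318 barcodes and 5583804 UMIs, the PND3 library 908 barcodes and 7314149 UMIs, and the PND5 library 860 barcodes and 5105896 UMIs. All intervals given are exact 95% intervals (Clopper-Pearson for shares, Poisson for counts, resampled Poisson counts for list medians) and cover counting error only.

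The barcodes were first compared between the libraries. Of 3168 distinct barcodes, 605 occurred in more than 1 library, of which 210 were found in 2, 127 in 3 and 268 in all 4. Pairs of libraries shared between 276 (PND3 and PND5) and 483 barcodes (E18.5 and PND1). Each shared barcode had at least 9820 UMIs in the library where it was deepest, whereas its occurrences elsewhere, 1268 in total and called copies here, had a median of 626.5 UMIs and at most 2538. Within each of the 12 ordered pairs of libraries, a copy held a nearly constant share of the UMIs of its deepest library, with medians from 1.41% (E18.5 barcodes found at PND5) to 4.78% (PND5 barcodes found at PND1). Copies made up 27.7% of the barcodes at E18.5, 36.3% at PND1, 27.2% at PND3 and 19.5% at PND5. Among the barcodes that passed the filter on UMIs and mitochondrial share alone, 33.2%, 70.6%, 36.8% and 26.5% were copies. Copies were left out of all values that follow unless stated.

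Outside the copies, 294 of 976 barcodes at E18.5 (30.1%), 650 of 839 at PND1 (77.5%), 288 of 661 at PND3 (43.6%) and 312 of 692 at PND5 (45.1%) had over 20% of their UMIs from mitochondrial genes and were also left out. The cells kept numbered 682 at E18.5, 189 at PND1, 373 at PND3 and 380 at PND5. Their median depth was 16872.5, 14115, 14431 and 10105 UMIs per cell, respectively, and their median number of detected genes 4270, 3839, 3966 and 3063.5. With the copies kept, the median depth at PND1 would have been 723 UMIs. To check the tissue of each library, transcripts of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) were counted in the cells kept. They gave 2, 1, 2 and 1 UMIs at E18.5, PND1, PND3 and PND5, with exact upper bounds of 7.22, 5.57, 7.22 and 5.57 UMIs. Xist stood at 1767, 1619, 1528 and 1890 CPM (UMIs of a gene scaled to a fixed total, the counts-per-million unit).

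To compare the makeup of the suspensions, the 1624 cells kept were clustered together and the 16 clusters were named from markers fixed beforehand. Cells outside the germ-cell-like class are called somatic here. Granulosa-like cells numbered 368 of 657 somatic cells at E18.5 (56.0%, 52.1 to 59.8), 56 of 189 at PND1 (29.6%, 23.2 to 36.7), 67 of 372 at PND3 (18.01%, 14.2 to 22.3) and 33 of 380 at PND5 (8.68%, 6.05 to 11.98). The difference between PND5 and E18.5 was -47.3 percentage points, with limits of -53.8 and -40.1 from the bounds of both intervals. One cluster carried 7 granulosa markers but was left unnamed, because the steroidogenic marker Hsd3b1 and no granulosa marker stood among its leading genes. It held 1.52% of the somatic cells at E18.5, 11.1% at PND1, 22.0% at PND3 and 16.1% at PND5. Joined to the granulosa-like class, it gave shares of 57.5% (53.7 to 61.3), 40.7% (33.7 to 48.1), 40.1% (35.0 to 45.2) and 24.7% (20.5 to 29.4), so that the fall from E18.5 to PND5 remained and the values at PND1 and PND3 differed by less than their intervals. The setting that moved the granulosa-like share most was a stricter filter of at least 1000 UMIs and at most 10% mitochondrial UMIs, under which the difference changed sign to 13.9 points. That filter kept 37 of the 368 granulosa-like cells at E18.5 (10.1%) and 15 of 33 at PND5 (45.5%). With each kept cell left in its class the difference was -8.05 points. In the class as named, the removal of cells thus reduced the difference and the new clustering of the cells kept changed its sign. The filter also kept 4 of the 10 cells of the unnamed cluster at E18.5 and 34 of 61 at PND5. With that cluster joined, removal alone left a larger share at PND5 than at E18.5. The fall of the joined class therefore did not hold under this filter.

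Stromal-like cells made up 29.7% (26.2 to 33.3) of the somatic cells at E18.5, 33.9% (27.2 to 41.1) at PND1, 45.4% (40.3 to 50.6) at PND3 and 38.7% (33.8 to 43.8) at PND5. Perivascular-like cells stood at 1.98% (1.06 to 3.36), 4.76% (2.20 to 8.85), 2.96% (1.49 to 5.23) and 17.9% (14.2 to 22.1) at the same ages. Of the 68 perivascular-like cells at PND5, 57 belonged to 1 cluster led by Acta2, Myh11, Tagln and Cnn1, which held 0, 2 and 4 cells at E18.5, PND1 and PND3. The 0 cells at E18.5 allow a share of up to 0.457%. Endothelial-like cells numbered 10, 4, 19 and 18, rete-like cells 7, 5, 0 and 19, and surface-epithelium-like cells 12, 22, 16 and 19. The 42, 8, 8 and 15 erythroid-like cells came from 1 cluster with a median of 1145 UMIs, whose leading genes also included the leukocyte gene Cd52. In the main setting no cluster was named immune-like, steroidogenic-like or Schwann-like. At resolution 2 of the clustering, 19 cells (9, 3, 1 and 6 by age) formed an immune-like cluster led by S100a8 and S100a9, beside 54 erythroid-like cells (33, 5, 7 and 9). At each age these add up to the erythroid-like count above, so that class may have held leukocytes too. The cells themselves were not matched between both clusterings.

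**Figure D1:**
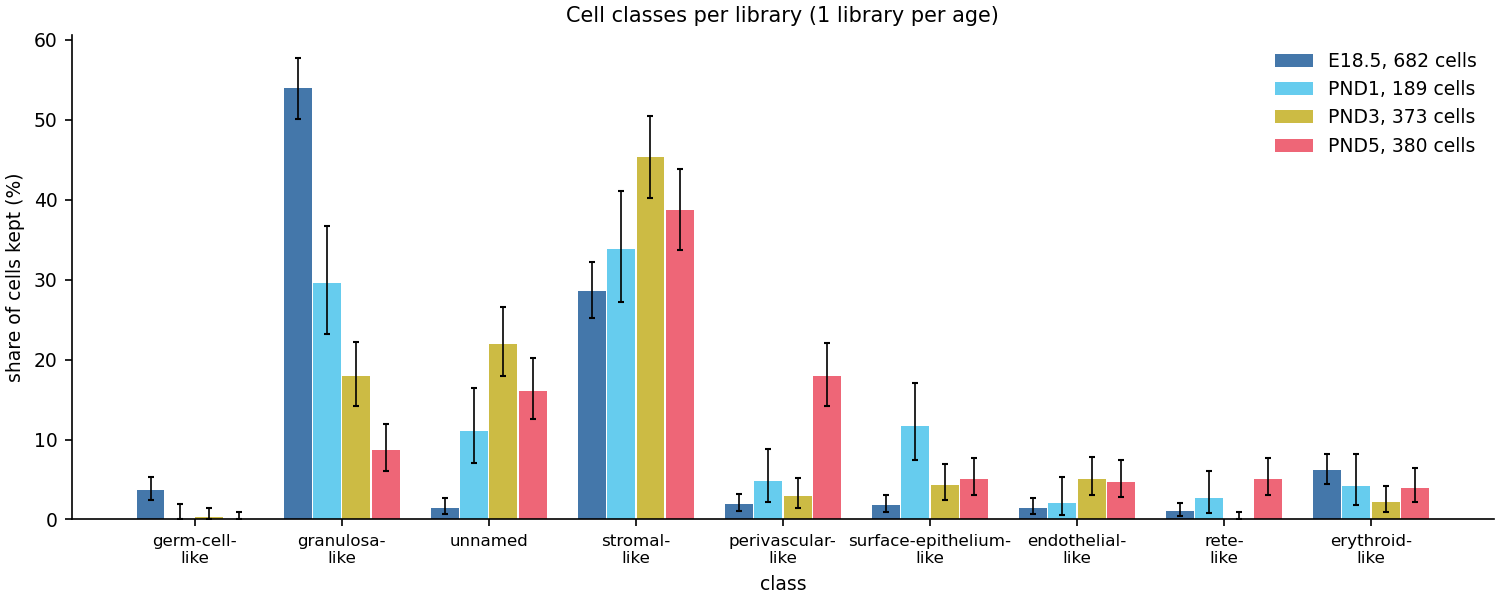
Share of the cells kept (y axis, percent) in each class (x axis) for the libraries of the 4 ages, 1 library per age. Bars are shares and error bars exact 95% Clopper-Pearson intervals, which cover counting error only; germ-cell-like cells were found at E18.5 (3.67%) and as 1 cell at PND3, and the perivascular-like share was highest at PND5 (17.9%).

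Germ-cell-like cells, identified from 10 germ-line markers, made up 25 of 682 cells at E18.5 (3.67%, 2.39 to 5.36). At PND1, 0 of 189 cells were germ-cell-like, which allows a share of up to 1.59%, and at PND5 0 of 380, which allows up to 0.789%. The exact upper bounds were 1.93% at PND1 and 0.966% at PND5, and limits of differences used the exact bounds. The PND3 library held 1 such cell among 373 (0.268%, 0.00679 to 1.48). The difference between PND5 and E18.5 was -3.67 percentage points (-5.36 to -1.42), and the stricter filter moved it most, to -7.75 points. When each cell was classed by its own markers without clusters, 45, 4, 5 and 6 cells were germ-cell-like at E18.5, PND1, PND3 and PND5, the last a share of 1.58% (0.582 to 3.405) and above the limit from the clusters. Of these, 25, 0, 1 and 0 lay in the germ-cell-like cluster. The median number of germ marker UMIs per cell was 3, 6 and 3.5 at PND1, PND3 and PND5, against 61 in the 25 cells of the cluster at E18.5. When copies were kept, 36, 15, 7 and 3 germ-cell-like barcodes appeared at E18.5, PND1, PND3 and PND5, of which 1, 14, 4 and 3 were copies. Of the copies at PND1, 13 had E18.5 as their deepest library.

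To describe the meiotic state of the E18.5 germ-cell-like cells, a fixed list of 24 meiotic prophase genes was compared between them and the remaining cells of that library. The 25 cells held 508600 UMIs, with a median of 23315 UMIs per cell against 16829 in the others. Of 22 genes tested, 21 had a higher CPM in the germ-cell-like cells, and the list summed to 10727.5 CPM against 145 CPM elsewhere. The exception was Rec8, at 3.93 CPM against 68.2 CPM. The synaptonemal complex gene Sycp1 reached 2182 CPM (2056 to 2315) against 4.5997 CPM, Sycp3 (chromosome 10, 88459569 to 88473236) 1738 CPM (1625 to 1857) against 4.42 CPM, and the cohesin gene Smc1b 1907 CPM (1789 to 2031) against 3.22 CPM. Because several of these genes also led the cluster, the values describe the cluster rather than an independent comparison. Genes of a list for oocyte growth were scarce. Of 28, 15 had no UMI in the 25 cells. Among the 13 with at least 5 UMIs in the library, 9 stood at a higher CPM in these cells than elsewhere, and the list summed to 670 CPM against 86.6 CPM. The transcription factor gene Figla had the highest value of these, 319 CPM (271 to 372).

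The single germ-cell-like cell at PND3 was the deepest cell of its library, with 72550 UMIs against a median of 14431. It carried 102 UMIs of the germ-line markers, with 9 of 10 detected, and 0 UMIs of the granulosa markers, which stood at 3105 CPM in the granulosa-like cells of that library; Scrublet did not call it a doublet. Its oocyte growth genes summed to 7057 CPM and its meiotic prophase genes to 6010 CPM, against 670 and 10727.5 CPM in the E18.5 cells. The germ-line gene Dppa3 (chromosome 6, 122626410 to 122630272) stood at 2812 CPM (2439 to 3225) in this cell and 7.86 CPM (2.14 to 20.1) at E18.5, and Figla (chromosome 6, 86016171 to 86020996) at 1406 CPM (1146 to 1707) and 319 CPM. As 1 cell cannot stand for an age, and the clusters held no germ-cell-like cell at PND5, the planned comparisons of both lists between PND5 and E18.5 gave no value in the main setting.

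To ask whether granulosa-like cells changed with age, fixed gene lists were summarised as the median log2 ratio of CPM + 10 against E18.5, a scale that understates changes of low genes. The percentile of each median was taken among 10000 random lists of the same size and matched expression, as a description of these libraries. The granulosa maturation list had 10 genes, of which Fshr was left out for its low count (3 UMIs). At PND5 its median was 2.58 (2.33 to 2.87), 9 of 9 genes were higher than at E18.5, and the percentile was 100, with a median of -0.02 over the random lists. The median was 0.15 (-0.06 to 0.38) at PND1, not distinguishable from 0 at this depth, and 0.70 (0.38 to 0.94) at PND3. With the unnamed cluster joined to the class, the medians were 0.91 (0.73 to 1.15), 1.70 (1.57 to 1.89) and 2.61 (2.44 to 2.80). The inhibin gene Inha (chromosome 1, 75507077 to 75510366) rose from 111 CPM (104 to 120) to 1184 CPM (1099 to 1274), whereas Inhba, at 2.94 CPM (1.79 to 4.54) and 3.29 CPM (0.398 to 11.9), showed no difference beyond counting error. The alternative that moved the granulosa value most was the stricter filter, which lowered it to 1.47. Of the 33 granulosa-like cells at PND5, 18 came from a single dividing cluster led by Amh, Ube2c and Cdc20, which held 2 cells at PND3 and none at E18.5 or PND1. The unnamed cluster and the granulosa-like cluster led by Aldh1b1 were present at each age, and within each of them the list also rose. Its summed CPM went from 652 (535 to 787) at E18.5 to 2963 (2848 to 3082) at PND5 in the unnamed cluster. In the cluster led by Aldh1b1, with 6 cells at E18.5 and 15 at PND5, it went from 115 (64.6 to 190) to 333 (254 to 429). Resolution 2 of the clustering gave 2 clusters that share leading genes with the unnamed one. By age, the one led by Slc18a2, Ptges and Inha, which was named granulosa-like there, held 0, 13, 58 and 49 cells. The one led by Ramp1, with Hsd3b1 among its leading genes, held 37, 10, 26 and 12. A change in makeup inside the unnamed cluster therefore stays open for its rise.

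The Wnt and Lgr5 list held 10 genes, namely Lgr5, Rspo1, Gng13, Axin2, Lef1, Sp5, Nkd1, Wnt4, Wnt6 and Wnt9a. All 10 were lower at PND5 than at E18.5, with a median of -1.15 (-1.35 to -0.96) and a percentile of 0. The median was 0.07 (-0.11 to 0.18) at PND1 and -0.24 (-0.39 to -0.09) at PND3, and -0.07, -0.60 and -1.12 at the 3 postnatal ages with the unnamed cluster joined. Lgr5 (chromosome 10, 115450311 to 115587780) fell from 112 CPM (104 to 120) to 28.0 CPM (16.3 to 44.8) and Wnt4 (chromosome 4, 137277489 to 137299726) from 363 CPM (348 to 377) to 138 CPM (110 to 171). In stromal-like cells the same list also fell, with a median of -0.43 (-0.62 to -0.31). The 2 granulosa-like clusters that made up most of the class at E18.5, with 199 and 163 cells, had 0 cells at PND5, which allows each a share of up to 0.789% of somatic cells. In the cluster led by Aldh1b1 the summed list went from 4723 CPM (4356 to 5111) to 1606 CPM (1426 to 1803), and in the unnamed cluster from 1340 CPM (1169 to 1528) to 642 CPM (589 to 699). Over all ages Gng13 was the highest gene of the list in the cluster led by Aldh1b1, at 1198 CPM (1144 to 1253).

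A list of 24 proliferation genes was low in granulosa-like cells at E18.5, where it summed to 216 CPM (205 to 227) against 1251 CPM (1210 to 1293) in stromal-like cells. The sum in granulosa-like cells was 260 CPM (228 to 296) at PND1, 757 CPM (706 to 810) at PND3 and 4800 CPM (4627 to 4977) at PND5. All 24 genes were higher at PND5 than at E18.5, with a median of 3.48 (3.31 to 3.69), a percentile of 100 and medians of 0.18 (0.00 to 0.29) at PND1 and 0.82 (0.73 to 1.08) at PND3. The value at PND5 rested largely on the dividing cluster of 18 cells, which held 6738 CPM (6494 to 6988), against 189 CPM (131 to 264) in the 15 other granulosa-like cells of that age. Joining the unnamed cluster, which stood at 96.6 CPM (55.2 to 157) at E18.5 and 584 CPM (533 to 638) at PND5, gave a median of 2.48 (2.30 to 2.67). In stromal-like cells the list was higher than at E18.5 at each later age, with medians of 0.80 (0.70 to 0.91), 0.37 (0.30 to 0.47) and 0.73 (0.61 to 0.86) at PND1, PND3 and PND5 and percentiles of 100, 99.95 and 100. The stricter filter, whose new clustering left 127 of the 195 E18.5 stromal-like cells in a cluster without a name, turned the PND5 value to -0.34, against 0.69 with each kept cell left in its class.

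**Figure D2:**
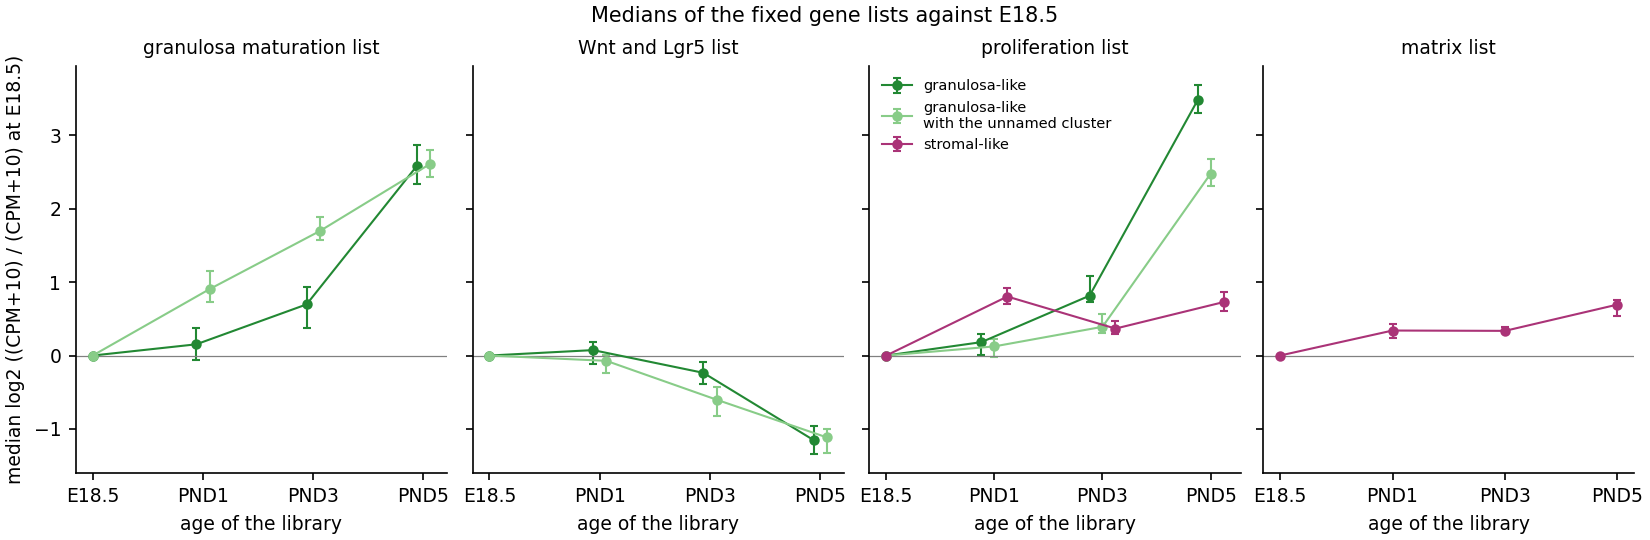
Median log2 ratio of CPM + 10 against E18.5 (y axis) at each age (x axis) for the granulosa maturation, Wnt and Lgr5, proliferation and matrix lists, with 1 library per age. Points are medians over the genes of a list, error bars are 95% intervals from Poisson resampling of the counts, and points are shifted sideways within an age for legibility; in granulosa-like cells the maturation and proliferation medians reached 2.58 and 3.48 at PND5 and the Wnt and Lgr5 median -1.15.

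The matrix list, 15 genes for collagens and other matrix proteins, was compared in stromal-like cells. At PND5 its median was 0.69 (0.54 to 0.76), 13 of 15 genes were higher than at E18.5, and the percentile was 99.99. The medians at PND1 and PND3 were 0.34 (0.24 to 0.43) and 0.34 (0.31 to 0.39). Postn (chromosome 3, 54361109 to 54391037) rose most, from 60.2 CPM (51.5 to 70.0) to 407 CPM (374 to 443), and Col1a1 (chromosome 11, 94936224 to 94953042) rose from 2467 CPM (2409 to 2526) to 4397 CPM (4284 to 4511). Sparc and Mgp were lower at PND5, by -0.13 and -0.05 on the log2 scale, of which the change of Mgp did not exceed counting error, at 997 CPM (960 to 1034) and 960 CPM (908 to 1014). Over all genes the median change from E18.5 to PND5 was -0.07 in granulosa-like and 0.08 in stromal-like cells.

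By the rule fixed beforehand, 10 genes were named in granulosa-like cells, the 5 with the largest rise and the 5 with the largest fall among those that changed in the same direction at each step between ages in a first clustering. All 10 are annotated as protein-coding genes, and positions are those of the GENCODE M21 annotation of GRCm38. The largest rises were those of Ube2c, Amh, Birc5, Top2a and Serpine2. Ube2c (chromosome 2, 164769898 to 164778822) went from 1.47 CPM (0.704 to 2.70) at E18.5 to 7.92, 114 and 788 CPM (719 to 862) at PND1, PND3 and PND5, a log2 change of 6.12. Amh (chromosome 10, 80805243 to 80807648), the gene of anti-Müllerian hormone, went from 1.03 CPM (0.413 to 2.12) through 2.26 and 16.2 to 544 CPM (487 to 606), a change of 5.65. Birc5 (chromosome 11, 117849251 to 117855743) and Top2a (chromosome 11, 98992943 to 99024189), like Ube2c members of the proliferation list, rose by 5.34 and 5.27. Serpine2 (chromosome 1, 79794197 to 79861180) was at 11.01 and 11.3 CPM at E18.5 and PND1, 95.6 CPM at PND3 and 632 CPM (570 to 698) at PND5, a change of 4.93. Over all ages, Amh stood at 657 CPM (588 to 732) in the dividing cluster and 12.1 CPM (7.31 to 19.0) in the one led by Aldh1b1. Its rise in the class as named therefore rested largely on the dividing cluster, with 18 cells at PND5. In the unnamed cluster Amh stood at 191 CPM (175 to 208) over all ages. With the unnamed cluster joined, the changes of Ube2c, Amh, Birc5, Top2a and Serpine2 were 4.93, 5.32, 4.24, 4.11 and 5.04.

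The largest falls were those of Cdkn1c, Gng13, Peg10, Zfp503 and Dnajc15. Cdkn1c (chromosome 7, 143458339 to 143461050), which encodes an inhibitor of cyclin-dependent kinases, went from 1246 CPM (1220 to 1273) at E18.5 to 411 CPM (370 to 455), 68.6 CPM (54.0 to 85.8) and 24.7 CPM (13.8 to 40.7), a log2 change of -5.18. Gng13 (chromosome 17, 25717171 to 25719406), a member of the Wnt and Lgr5 list, fell from 1477 to 1180, 1091 and 156 CPM, a change of -3.16. Zfp503 (chromosome 14, 21983959 to 21989601) and Dnajc15 (chromosome 14, 77820681 to 77875125) changed by -2.56 and -2.55. Peg10 (chromosome 6, 4747306 to 4760517) changed by -3.07 but stood at 185 CPM at E18.5 and 188 CPM at PND1 in the final clustering, so its fall began only after PND1 there. Joining the unnamed cluster gave -4.94, -4.03, -2.99, -2.40 and -2.49 for Cdkn1c, Gng13, Peg10, Zfp503 and Dnajc15.

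**Figure D3:**
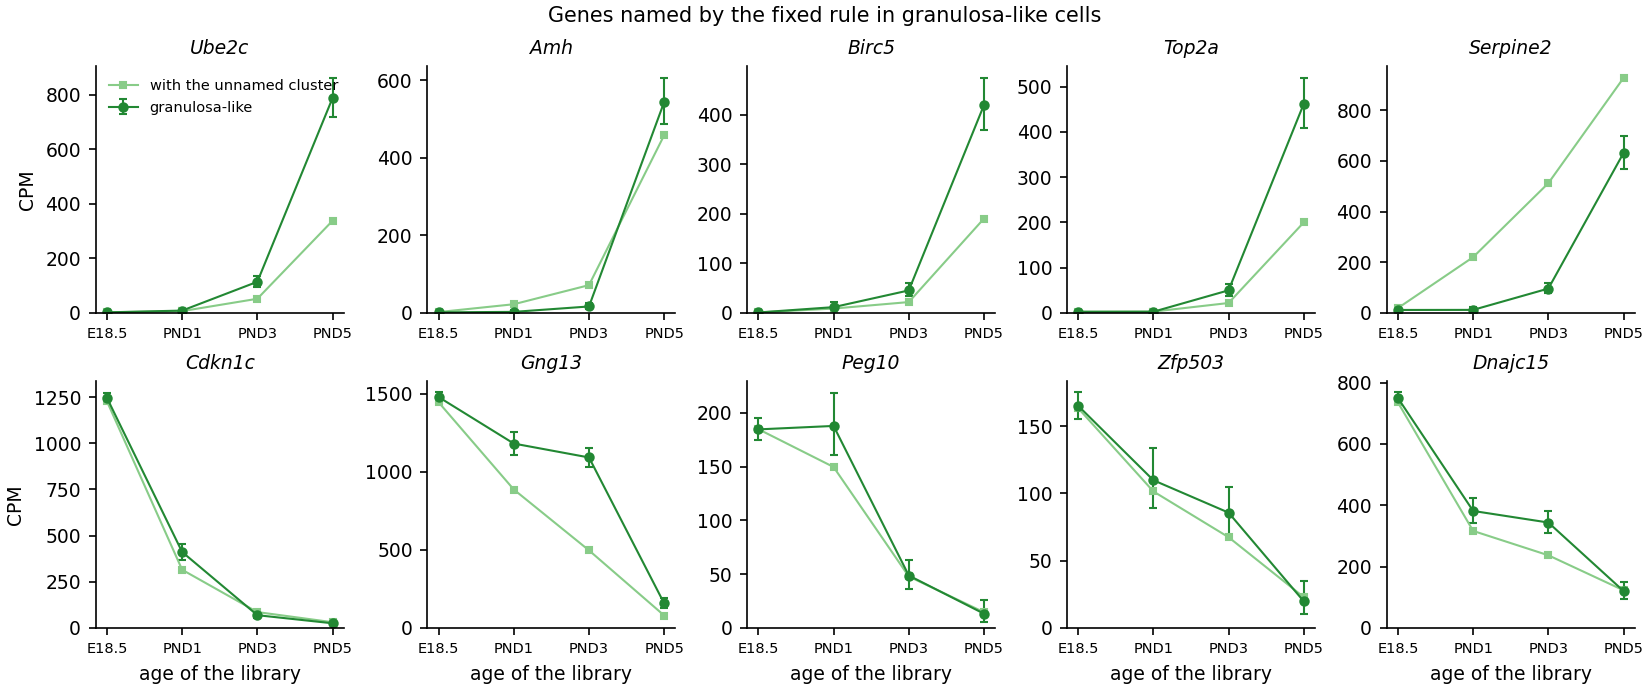
CPM (y axis, from 0, scaled per panel) at each age (x axis) of the 10 genes named in granulosa-like cells, rises in the upper and falls in the lower panels, with 1 library per age. Dark circles are granulosa-like cells with exact 95% Poisson intervals, and light squares the same class with the unnamed cluster joined, without intervals; Amh reached 544 CPM at PND5 and Cdkn1c fell from 1246 to 24.7 CPM.

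As a technical check, a list of 17 genes that respond to tissue dissociation was followed in each class. From E18.5 to PND5 its median changed by -0.26 (-0.39 to -0.20) in granulosa-like cells, where 3 of 17 genes rose, and by 0.50 (0.39 to 0.64) in stromal-like cells, where 16 of 17 rose. The changes were 0.24 (0.10 to 0.39) in surface-epithelium-like, 0.51 (0.32 to 0.75) in endothelial-like and -0.09 (-0.24 to 0.07) in perivascular-like cells. In erythroid-like cells it was 0.82 (0.50 to 1.09). The earlier ages differed from this. At PND1 and PND3 the changes from E18.5 were -0.37 (-0.44 to -0.33) and -0.22 (-0.28 to -0.18) in granulosa-like cells, and 0.08 (-0.03 to 0.26) and 0.07 (0.03 to 0.19) in stromal-like cells. They were -0.47 (-0.56 to -0.31) and -0.53 (-0.62 to -0.27) in surface-epithelium-like, -0.69 (-1.01 to -0.50) and 0.11 (-0.06 to 0.30) in endothelial-like, and -0.14 (-0.32 to 0.08) and -0.26 (-0.42 to -0.14) in perivascular-like cells. In erythroid-like cells they were -2.53 (-3.23 to -1.99) and -0.55 (-1.04 to -0.21), from 8 cells at either age. Over all genes the median change in erythroid-like cells was -1.38, -0.28 and -0.37 at PND1, PND3 and PND5. Part of the fall of the list at PND1 was thus a shift of all genes.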

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

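Of the tests in this part, those of chance barcodes, of index misassignment at 1 rate, of oocyte remnants and all 3 tests of the stress list were chosen only after the result was seen.

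The first result, a signal in data that the comparisons did not use, was the recurrence of barcodes between libraries, with 1268 copies among 4436 deposited barcodes. They made up 1053 of the 1087 barcodes under 1000 UMIs that passed the mitochondrial limit. Independent droplets drawing the same barcode by chance would leave no fixed relation between both occurrences. Against that, the share of UMIs in a copy varied little, with a coefficient of variation from 4.27% to 12.01% within the 12 ordered pairs of libraries. To ask whether the copies are reads of 1 library assigned to another, each copy was set against the cells with at least 5000 UMIs in its deepest library (703, 270, 427 and 356 cells at E18.5, PND1, PND3 and PND5). The same barcode was the closest profile for 1268 of 1268 copies (100%, 99.7 to 100), where chance would give 3.44, which is consistent with such transfer. What stays open is how it arose. Index misassignment in a shared sequencing run at 1 rate and carry-over of amplified material cannot be told apart here, because the reads per UMI of each library are not known. The share found in the PND1 library differed 2.18-fold between source libraries, from 2.19% of E18.5 to 4.78% of PND5 cells, which either could give. No biological explanation was tested. A deposited barcode below about 2000 UMIs in these libraries may therefore be a shadow of a cell of another age, and 1265 of the copies lay under that number.

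A further signal outside the comparisons was the 1544 barcodes with over 20% mitochondrial UMIs, copies not counted. At E18.5, PND1, PND3 and PND5, 161, 523, 207 and 119 of them had over 90%. Oocytes hold many mitochondria, so these barcodes might be oocyte remnants. The germ-line markers, as CPM of non-mitochondrial UMIs, stood at 0.638 to 1.49 times their level in the cells kept, with overlapping intervals in each library, against 3497 CPM in the germ-cell-like cells at E18.5. Remnants that had lost their own RNA would carry background alone, so this cannot be told apart from another origin. Damaged somatic cells are another candidate explanation. Granulosa markers stood at 1.17, 1.40, 1.44 and 1.14 times the level of the cells kept, but stromal markers at 0.591, 0.342, 0.458 and 0.802 times. The lowest ratio, 0.342 at PND1, could come from granulosa cells being damaged more often or from RNA of other cells, and the test decides neither. Age stays among the open explanations, as 77.5% of the barcodes at PND1 against 30.1% at E18.5 came from 1 library each.

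The third result was a difference between cell classes in the technical check. From E18.5 to PND5 the dissociation stress list fell in granulosa-like cells (-0.26) and rose in stromal-like cells (0.50), 0.76 apart; the difference itself was not tested, since each age had 1 library. Granulosa-like cells were already lower at PND1 (-0.37), where stromal-like cells stood at 0.08 (-0.03 to 0.26). A harsher or longer dissociation that acted on all cells of a library alike would move the list the same way within each cluster. Of the 10 clusters with at least 5 cells at E18.5 and PND5, the list median fell beyond its counting interval in 2, the unnamed one (-0.78, -0.86 to -0.58) and the perivascular-like one led by Ndufa4l2 (-0.24, -0.53 to -0.05), and rose in 6. This argues against a difference in the dissociation that acted alike as the whole cause, although the intervals leave out variation between cells and both clusters that fell had few cells at E18.5 (10 and 13). The makeup of the granulosa-like class was tested in 2 ways. Joining the unnamed cluster left the median at -0.36 (-0.43 to -0.29), so the missing cluster does not account for the fall. A change in which clusters make up the granulosa-like class stays open. Of the 4 clusters with granulosa markers and at least 5 cells at E18.5 and a later age, the list fell beyond its interval in 2, the unnamed one and the one led by Peg10 (-0.35, -0.48 to -0.25, at PND3). It did not in the one led by Svs5 (-0.02, -0.18 to 0.09, at PND1) or the one led by Aldh1b1 (-0.13, -0.31 to 0.01, at PND5), so makeup cannot be told apart from a change within the cells. A response to dissociation that differs by cell type, and age itself, stay open and were not tested.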

How the results depend on the processing

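The alternatives that kept shared barcodes in each library, named clusters from detected markers alone, used a second seed, took all deposited barcodes except copies, or applied the stricter filter with each cell left in its class were chosen after the results were seen. Among the recomputed values of the 7 main results, 63 stayed within the counting interval of the value reported, 44 moved outside it in the same direction, and 2 changed sign. Where no reason is given for a move, the cause was not tested. Both sign changes came from the filter of at least 1000 UMIs and at most 10% mitochondrial UMIs with its new clustering. The ranges over the alternatives were -7.75 to -2.69 points for the germ-cell-like share, -50.6 to 13.9 points for the granulosa-like share, 1.47 to 3.55 for the maturation list, -2.02 to -0.69 for the Wnt and Lgr5 list, 1.79 to 5.53 for the proliferation list in granulosa-like cells, -0.34 to 2.14 for the same list in stromal-like cells and 0.29 to 0.73 for the matrix list. The second seed gave the values reported.

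The stricter filter gave 13.9 points for the granulosa-like share, -7.75 points for the germ-cell-like share, 1.47 for maturation, and 2.88 and -0.34 for proliferation in granulosa-like and stromal-like cells. It kept 37 of 368 granulosa-like and 180 of 195 stromal-like cells at E18.5, against 15 of 33 and 119 of 147 at PND5. With each kept cell left in its class, 37 of 266 somatic cells (13.9%) were granulosa-like at E18.5 and 15 of 256 (5.86%) at PND5, a difference of -8.05 points. In the class as named, the removal of cells thus reduced the difference without changing its sign. The unnamed cluster kept 4 cells at E18.5 and 34 at PND5. With these joined, the share was larger at PND5, so removal alone changed the sign in the joined class. In the new clustering, 8 of the 37 E18.5 cells stayed granulosa-like and 27 joined the surface-epithelium-like cluster, while 34 cells of the unnamed cluster at PND5 took the granulosa-like name, which gave the positive sign. Of the 180 stromal-like cells, 127 fell in a cluster without a name, and with each cell left in its class the stromal proliferation value was 0.69. The other values with classes left in place were -6.34 points for the germ-cell-like share, 3.19 for maturation, -1.64 for Wnt and Lgr5 and 3.72 for proliferation in granulosa-like cells. The germ-cell-like cluster also took in erythroid-like cells, and held 32 cells at E18.5 and 9 at PND5. All deposited barcodes gave -21.0 points for the granulosa-like share, 2.27 for proliferation in granulosa-like cells and 0.29 for matrix. Leaving the copies out of these barcodes gave -25.4 points for the share and 2.30 for proliferation. Keeping shared barcodes under the planned filter gave -19.5 points for the granulosa-like share and 2.39 for proliferation in granulosa-like cells.

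Resolution 0.5 gave -5.88 points for the germ-cell-like share, because germ-cell-like and erythroid-like cells shared a cluster (67 cells at E18.5 and 15 at PND5). Resolution 2 gave -28.0 points for the granulosa-like share and 2.60 for proliferation in granulosa-like cells. Removing called doublets gave -5.98 points for the germ-cell-like share, with the same merger, -31.9 points for the granulosa-like share, 2.87 for maturation and 2.55 for proliferation in granulosa-like cells. At resolution 2 and without doublets, a cluster led by Slc18a2, Ptges and Inha took the granulosa-like name. It held 49 and 54 cells at PND5, respectively, and 0 at E18.5 in either setting, so the share of granulosa-like cells at PND5 depends on this naming. Clustering each library alone gave -2.02 for Wnt and Lgr5, 3.83 for proliferation in granulosa-like and 2.14 in stromal-like cells. In that setting a cluster of 31 E18.5 cells, with Top2a and Mki67 among its leading genes, was named rete-like. At PND5 a cluster of 28 cells with these leading genes was named stromal-like. The value of 2.14 may therefore reflect the naming of dividing cells. Classing each cell by its markers gave -27.2 points for the granulosa-like share, 2.10 for maturation, 2.35 and 0.38 for proliferation in granulosa-like and stromal-like cells, and 0.49 for matrix. Naming clusters from detected markers alone gave -32.8 points for that share and 2.48 for proliferation in granulosa-like cells, the values with the unnamed cluster joined.

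A pseudocount of 1 CPM gave 3.55 for maturation, -1.45 for Wnt and Lgr5 and 5.53 for proliferation in granulosa-like cells, and 50 CPM gave 1.63, -0.69 and 1.79, with 0.38 for proliferation in stromal-like cells, as a larger pseudocount shrinks changes of low genes. The mean of per-cell CPM gave 2.28 for maturation and 3.03 and 0.55 for proliferation in granulosa-like and stromal-like cells. Leaving out mitochondrial, ribosomal protein and haemoglobin genes gave 3.82 for proliferation in granulosa-like cells, and list genes with at least 20 UMIs gave 2.94 for maturation. Of the recomputed values of the 10 named genes and of the stress list, 16 moved outside the counting interval, 26 stayed within it and none changed sign. The meiotic and oocyte lists in germ-cell-like cells gave no value in the main setting, since no cluster cell at PND5 was of that class, and so had nothing to be compared with. Where an alternative named such cells at PND5, the meiotic median was -3.51 and the oocyte median -1.79 with cells classed by their markers (6 cells), -3.96 and -1.81 under the stricter filter, and -3.83 and -1.80 at resolution 0.5 and without called doublets, where erythroid-like cells were merged in. All deposited barcodes gave -1.80 and 1.57 and shared barcodes kept in each library -1.87 and 1.64, from 3 barcodes at PND5 that were copies. The depth limits the granulosa-like values at PND5 most, as they rest on 33 cells, 18 of them from 1 cluster.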

Other observations

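Of the tests in this part, those of the mitochondrial limit, of muscle genes in the barcodes left out, of the dividing cluster and of Cdkn1c within clusters were chosen only after the result was seen.

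Germ-cell-like cells made up 3.67% of the cells at E18.5 and were almost absent later. Lower depth was tested by thinning E18.5 germ-cell-like cells to 10105 UMIs, the lowest postnatal median. Of 18 cells deep enough, 18 (100%, 81.5 to 100) kept 5 germ marker UMIs, with 7 shallower cells left out; before thinning 25 of 25 had them. This argues against lower depth. Removal of germ cells by the limit on mitochondrial UMIs stays open. Above the limit, 0 of 1250 postnatal barcodes had at least 5 germ marker UMIs, against 4 of 294 at E18.5. However, the median postnatal barcode above the limit held 124, 202 and 305 UMIs outside mitochondrial genes at PND1, PND3 and PND5, and only 168 of the 1250 were deep enough to expect 5 marker UMIs at the level of the E18.5 germ-cell-like cells, so removal by the limit cannot be told apart from an absence of germ cells. Germ cells that burst before loading could have left their RNA in the suspension. Over 42 genes close to germ-only, the remaining cells held 102 CPM (95.8 to 108) at E18.5 and 77.2, 92.7 and 63.6 CPM at PND1, PND3 and PND5, at most 0.911 times the E18.5 level. The values at PND1 (67.3 to 88.3) and PND5 (56.1 to 71.8) were lower than at E18.5 beyond counting error, and that at PND3 was not. Among these, 13 oocyte growth genes stood at 12.2 CPM (10.2 to 14.5), 11.9 (8.16 to 16.7), 24.8 (20.9 to 29.3) and 10.2 CPM (7.35 to 13.8), higher at PND3 than at E18.5 beyond counting error. How much free RNA burst cells would leave is not known, so bursting cannot be told apart from an absence of germ cells in the suspension. Loss in dissociation or on the 40 µm filter, the calling of cells by the authors, and age stay open and were not tested. The postnatal libraries are therefore not suited to follow oocytes.

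The smooth-muscle cluster had 57 of its 63 cells at PND5. Loss of such cells at earlier ages by the filters was tested on the summed UMIs of the 1232 barcodes left out at E18.5, PND1 and PND3, so that shallow barcodes counted too. Myh11, Cnn1 and Actg2 together stood at 6.63 CPM (1.81 to 17.0), 16.2 CPM (6.97 to 31.8) and 12.2 CPM (3.32 to 31.2) of the UMIs outside mitochondrial genes, at most 0.0325 times the 497 CPM (419 to 585) in the barcodes left out at PND5. This argues against loss by the filters as the whole cause. Tissue attached to the ovary might have come along in the PND5 dissection. Posterior Hox genes, listed before the test, stood at 70.5 CPM (47.9 to 100) in the cluster and 81.5 CPM (66.8 to 98.4) in stromal-like cells of that library, a ratio of 0.866. The intervals overlap. In the same library the other 11 perivascular-like cells stood higher than the cluster, at 196 CPM (110 to 324), and the 19 rete-like cells lower, at 6.21 CPM (0.752 to 22.4), both beyond counting error. The prediction named stromal-like cells alone, and the level in tissue attached to the ovary is not known, so attached tissue cannot be told apart from muscle of the ovary by these genes. Age stays open too, with 1 library per age.

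The proliferation list rose in granulosa-like cells, and 1 dividing cluster, found almost only at PND5, could account for the rise. In the class as named, the median without that cluster was -0.18 (-0.23 to -0.12), with 5 of 23 genes higher than at E18.5, against 3.48 with it. The cluster was picked by its cell-cycle genes, so leaving it out lowers the list by design, and the dividing cluster alone cannot be told apart from a wider rise in the class as named. With the unnamed cluster joined, the median was 2.48, and without the dividing cluster 0.58 (0.46 to 0.76), with 21 of 23 genes higher, which argues against the dividing cluster as the sole cause in that wider set. The summed list went from 96.6 CPM (55.2 to 157) to 584 CPM (533 to 638) in the unnamed cluster, and from 277 CPM (194 to 383) to 189 CPM (131 to 264), within overlapping intervals, in the cluster led by Aldh1b1. Age stays open and was not tested apart from the library.

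Cdkn1c was lower at each later age in granulosa-like cells, while the clusters that made up the class also changed. A change in makeup alone would leave the level within each cluster in place. This explanation, a change in the makeup of the class rather than in its cells, was tested in the 4 clusters with granulosa markers and at least 5 cells at E18.5 and a later age, the unnamed one included. In 4 of the 4, Cdkn1c fell beyond counting error from the first to the last such age, by a factor of 1.45 to 13.4. It went from 1357 CPM (1320 to 1395) to 935 CPM (786 to 1105) at PND1 in the cluster led by Svs5, and from 1135 CPM (1097 to 1175) to 155 CPM (104 to 223) at PND3 in the one led by Peg10. By PND5 it had gone from 465 CPM (367 to 581) to 34.6 CPM (23.2 to 49.7) in the unnamed cluster and from 408 CPM (305 to 533) to 50.02 CPM (22.9 to 94.96) in the one led by Aldh1b1. This argues against a change in the mix of these clusters as the whole cause. A change in makeup inside a cluster was not tested. The gene also fell in stromal-like cells, from 532 to 324 CPM at PND5, and in surface-epithelium-like cells, from 2399 to 131 CPM. A fall in several classes may reflect age or a property of the libraries, and with 1 library per age neither was tested for this gene.

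A library-wide effect on all cells, such as a difference in capture or sequencing, would change the same genes alike in each class. Across 4792 genes, Pearson's r between the changes from E18.5 to PND5 in granulosa-like and in stromal-like cells was 0.307, where genes are not independent replicates. Random splits of the cells of 1 class into a pair of groups gave a median r of 0.765 in granulosa-like cells (lowest 0.727) and 0.655 in stromal-like cells (lowest 0.626) over 20 splits, so the correlation between classes lay well under what counting error allows. This argues against a library-wide effect as the main cause of the changes. A shared part remains, which could be technical or come with age.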
